A study of Mus musculus with 4 samples. Its data were reported in "Endothelial KLF4 depletion drives age-related neurovascular dysfunction and neuropsychiatric impairment" (2026).

How the data were processed

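Single-cell RNA sequencing had been done on cells of mouse brain in 4 libraries, 1 each from young and old mice of the WT Cre and EC-K4KO genotypes. WT Cre mice carry the endothelial Cre driver (Cdh5-Cre) alone, and EC-K4KO mice are meant to lack Klf4 in endothelial cells after Cre is induced. The labels describe an enrichment of endothelial cells before loading. The deposited values are raw UMI counts (unique molecular identifiers, counts of captured RNA molecules) per gene and cell barcode, which the authors made with Cell Ranger 6.0.2 per the file headers. The barcodes had already been limited to those called as cells, since the lowest held 500 UMIs. No later filter or normalization by the authors is visible in these counts. The genome build is not named in the files, so no coordinates are given and genes carry the symbols and identifiers of the files (55487 genes).

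Libraries held 5324 barcodes and 46794601 UMIs (young WT Cre), 8358 and 88812581 (young EC-K4KO), 7298 and 51945411 (old WT Cre), and 5442 and 30655769 (old EC-K4KO). Barcodes were kept with at least 500 genes, at least 1000 UMIs and at most 10% mitochondrial UMIs. The mitochondrial limit was failed by 10.6% of young WT Cre, 14.4% of young EC-K4KO, 16.3% of old WT Cre and 16.1% of old EC-K4KO barcodes. Doublets were scored with Scrublet (scanpy 1.11.5). Its automatic threshold marked only 28, 157, 118 and 30 barcodes in the order above, so the highest scores were removed instead, at 0.8% per 1000 cells: 175, 385, 270 and 147 barcodes. This change was made after the automatic result was seen. The kept cells numbered 4496, 6555, 5540 and 4146 (20737 in all).

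Cells were clustered on 2000 variable genes, 30 principal components and 20 neighbours with the Leiden method (leidenalg 0.10.2, resolution 1), leaving the genes of the study lists out of the variable genes. The 33 clusters were named from markers of 18 cell classes. A name needed at least 3 markers and at least 50% of the markers of the class, each at 25% or more of its highest cluster and at 20 CPM (UMIs scaled to the same total in every library) or more, no second lineage passing the same test, and a marker of the class (for endothelial clusters, otherwise a gene of the arterial or venous list) among the 20 leading genes. The markers were fixed before the data were examined, as were the main settings, the alternatives, the comparisons and the rule for naming genes. The scoring rule was set in 3 versions after clusters had been seen, and the names are rebuilt ones, which can differ from the annotation of the study. There were 9 endothelial-like clusters, and 5 clusters stayed unnamed. A cluster with keratin genes and Chga held 1.20% of young WT Cre, 0.488% of young EC-K4KO, 0.560% of old WT Cre and 0.314% of old EC-K4KO cells. A cluster with endothelial and erythrocyte markers held 2.60%, 5.08%, 2.40% and 2.70%, and a cluster with endothelial and B-cell markers 0.489%, 0.839%, 1.03% and 1.83%, in the same order. A cluster led by Prtn3, Elane and Mpo held 0.0222%, 0%, 0.199% and 1.62%, and a cluster led by Igfbp6 and Ccn3 0.334%, 0.244%, 0.0903% and 0.0965%.

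UMIs were summed over the endothelial-like cells of each library, and log2 ratios of CPM were taken with 0.5 UMIs added. Each group holds 1 library, so no p-value was made from cells. Sums carry exact Poisson intervals, ratios the exact conditional binomial interval and shares the exact Clopper-Pearson interval, all at 95% and all covering counting error only, not the spread between mice. The 4 comparisons set each of the remaining libraries against young WT Cre, and the EC-K4KO library of old mice against the WT Cre library of the same age. The named genes are taken from the 5 highest and 5 lowest ratios of each comparison among genes with a mean of at least 50 CPM, at 0.2 or more of the level of every other class and on no marker list of another class or the sex-linked list (3148 genes), together with 8 genes the study names. Shares of cells with a UMI were taken after each cell was thinned to 1000 UMIs, which no kept cell fell under, so none was left out. The 9 gene lists were: barrier and transport, MHC class I presentation, interferon response, leukocyte adhesion and cytokine, immediate early and dissociation, p53 with cell cycle arrest and stress, vessel growth, arterial endothelial and venous endothelial. A sex-linked list of 6 genes checked the labels. List medians over genes with a mean of at least 10 CPM were placed among 10000 random lists matched on mean expression in 20 bins.

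Similarity between comparisons was measured as Pearson r across genes with a mean of at least 50 CPM and as the genes shared between the 50 largest absolute ratios. Comparisons against the same young WT Cre library share its chance error. Unchanged libraries were therefore simulated 1000 times, with counting error alone and with a spread per gene taken from the contrast that neither genotype nor age explains. Genotype contrasts (the mean of the young and old ratios), age contrasts and that residual contrast were added after seeing the data.

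The only test across libraries was an additive model of age and genotype, in which the 2 libraries per genotype or age stand in as replicates and 1 residual degree of freedom remains. It was fitted to endothelial sums with the quasi-likelihood test of edgeR 4.0.16 (TMM factors, Benjamini-Hochberg adjustment, adjusted p under 0.05), with DESeq2 1.42.0 as an alternative. On simulated data for genotype across ages, edgeR recovered 198 of 200 genes changed 2-fold when libraries varied by 10% among 14877 genes, with 10 to 13 false calls. When libraries varied by 30% it recovered 0 to 4 of 200 among 14866 genes, and 153 to 159 of 200 genes changed 4-fold among 14859 genes. The counting intervals, tested on simulated data for young EC-K4KO against young WT Cre over 3461 genes, covered the true ratio in 94.9% to 95.3% of genes. Those data were Poisson counts of whole libraries, the model behind the intervals. The coverage therefore checks the computation and leaves out uneven expression between cells.

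Alternatives were a looser cell filter (200 genes, 500 UMIs, 20% mitochondrial) and a stricter one (1000 genes, 2000 UMIs, 5%), doublets kept, resolutions 0.5 and 2, list genes kept in clustering, TMM or DESeq2 size factors in place of total UMIs, cells weighted equally, totals without mitochondrial, ribosomal and haemoglobin genes, other expression minimums, other denominators for shares and equal numbers of endothelial cells. Leaving out the endothelial cluster led by Ackr1 and Vwf was added after seeing the data, for ratios of named genes and list medians. Medians in microglia-like cells were recomputed under the alternatives for cells and clusters only. Reads, splicing and the chromatin data of the study were not used here. Software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and R 4.3.3.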

Results

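The data cover 20737 brain cells kept from 4 libraries, 1 for each combination of age (young or old) and genotype label (WT Cre, the Cre driver control, or EC-K4KO, the endothelial Klf4 knockout). Endothelial-like cells numbered 2704 in young WT Cre, 3307 in the library labelled young EC-K4KO, 2140 in old WT Cre and 1889 in the library labelled old EC-K4KO. They carried 25485339, 43040505, 15032837 and 10653347 UMIs in that order, with median depths of 6399, 9904, 4711 and 3767 UMIs per cell. No group has a replicate library, so the intervals given cover counting error only, and no difference between 2 libraries below has a replicate check. The additive model of age and genotype is the only test across libraries. All 4 libraries showed the pattern of male mice: endothelial-like cells had 0, 3, 1 and 3 UMIs of Xist, and Ddx3y lay at 121 CPM, 126 CPM, 122 CPM and 120 CPM. Uty ran from 15.7 to 21.1 CPM, Eif2s3y from 39.8 to 49.2 CPM and Kdm5d from 12.0 to 17.7 CPM, while Tsix had 0, 4, 8 and 0 UMIs. Sex therefore did not separate the groups in these cells.

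Klf4 (ENSMUSG00000003032.8), the gene targeted in EC-K4KO mice, was examined first because it checks the labels. Endothelial-like cells held 1716 CPM in young WT Cre (95% Poisson interval 1700 to 1732) and 3290 CPM in the library labelled young EC-K4KO (3273 to 3307). The old libraries held 2101 CPM (2078 to 2124) in WT Cre and 3293 CPM (3259 to 3328) in the one labelled EC-K4KO. Klf4 UMIs thus went against the labels at both ages, with log2 ratios of 0.94 (0.92 to 0.95) in the young pair and 0.65 (0.63 to 0.67) in the old pair. Weighting cells equally moved the young ratio most, to 1.04, and leaving out the endothelial cluster led by Ackr1 and Vwf, an alternative added after seeing the data, moved the old ratio most, to 0.73. After thinning to 1000 UMIs per cell, 64.2% (62.3 to 66.0) of young WT Cre endothelial-like cells had a Klf4 UMI, against 86.9% (85.7 to 88.1) in the library labelled young EC-K4KO. The old values were 72.0% (70.0 to 73.9) and 87.8% (86.2 to 89.2). Unthinned shares were 91.8%, 98.9%, 92.3% and 97.4% at the median depths above. Astrocyte-like cells, taken as a class that should lack the gene, had thinned shares of 2.26%, 5.56%, 2.48% and 0.787% at median depths of 7641, 7173.5, 4350 and 3678 UMIs. Microglia-like cells had 7.72%, 10.3%, 5.69% and 8.30% at median depths of 5525, 5610, 5379 and 4869 UMIs. The share in endothelial-like cells is far above that background. The counts are per gene and do not show which exons were read.

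**Figure D1:**
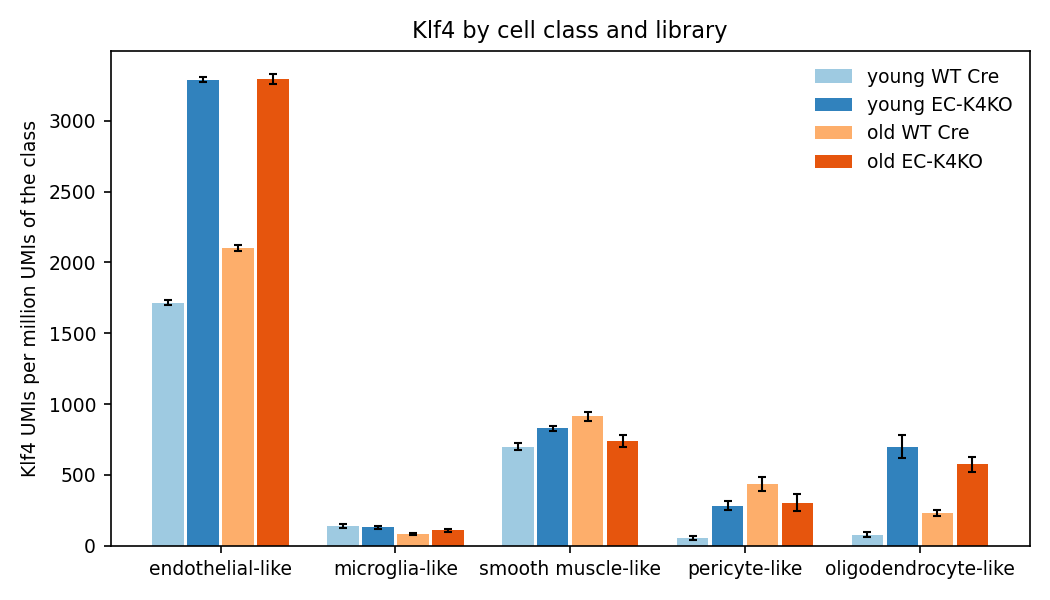
Bars give Klf4 in CPM of each cell class in the 4 libraries, with 95% Poisson intervals that cover counting error only. In endothelial-like cells the libraries labelled EC-K4KO stand at 3290 and 3293 CPM, above the WT Cre libraries at 1716 and 2101 CPM.

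Other classes did not share this pattern evenly. Smooth muscle-like cells held 697 CPM of Klf4 in young WT Cre, 828 CPM in the library labelled young EC-K4KO, 913 CPM in old WT Cre and 737 CPM in the library labelled old EC-K4KO, a ratio of 1.19 (1.14 to 1.24) in the young and 0.806 (0.754 to 0.862) in the old pair. Microglia-like cells held 137, 129, 82.8 and 110 CPM, and pericyte-like cells 51.4, 281, 434 and 300.5 CPM in the same order. Oligodendrocyte-like cells held 74.6, 695, 232 and 574 CPM, higher in the libraries labelled EC-K4KO at both ages. Because Klf4 is not lower where the label says it was deleted, the libraries are named by their labels throughout, and each direction between genotypes is a direction between labels.

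The study compared the proportion of endothelial cells between its groups. Cells had been enriched for endothelial cells, so a share here is a share of recovered cells. Endothelial-like cells made up 60.1% (58.7 to 61.6) of kept cells in young WT Cre and 50.5% (49.2 to 51.7) in the library labelled young EC-K4KO. They made up 38.6% (37.3 to 39.9) in old WT Cre and 45.6% (44.0 to 47.1) in the library labelled old EC-K4KO. The difference between labels was -9.69 percentage points in the young pair and 6.93 in the old pair. The stricter cell filter moved the shares most, to 69.7% in young WT Cre, with the order of the libraries in each pair kept. Smooth muscle-like cells were the class with the largest rise in the young pair, from 10.9% to 21.2%, and fell in the old pair, from 10.3% to 7.04%. Microglia-like cells held 7.50% and 8.85% of the young and 23.5% and 18.3% of the old libraries (WT Cre first).

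The study also compared neutrophil abundance between genotypes at both ages. Neutrophil-like cells were 12 of 4496 in young WT Cre, or 0.267% (0.138 to 0.466), and 39 of 6555 in the library labelled young EC-K4KO, or 0.595% (0.423 to 0.812). The young intervals overlap, and the difference was 0.33 percentage points (0.065 to 0.58). There were 37 of 5540 in old WT Cre, or 0.668% (0.471 to 0.919), and 252 of 4146 in the library labelled old EC-K4KO, or 6.08% (5.37 to 6.85). The old difference of 5.41 percentage points is beyond counting error. It rests on 1 library. Monocyte-like cells were also most frequent there, at 1.25% against 0.253% in old WT Cre. With kept immune cells as the denominator, the neutrophil-like share was 22.05% in the library labelled old EC-K4KO and 2.49% in old WT Cre.

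**Figure D2:**
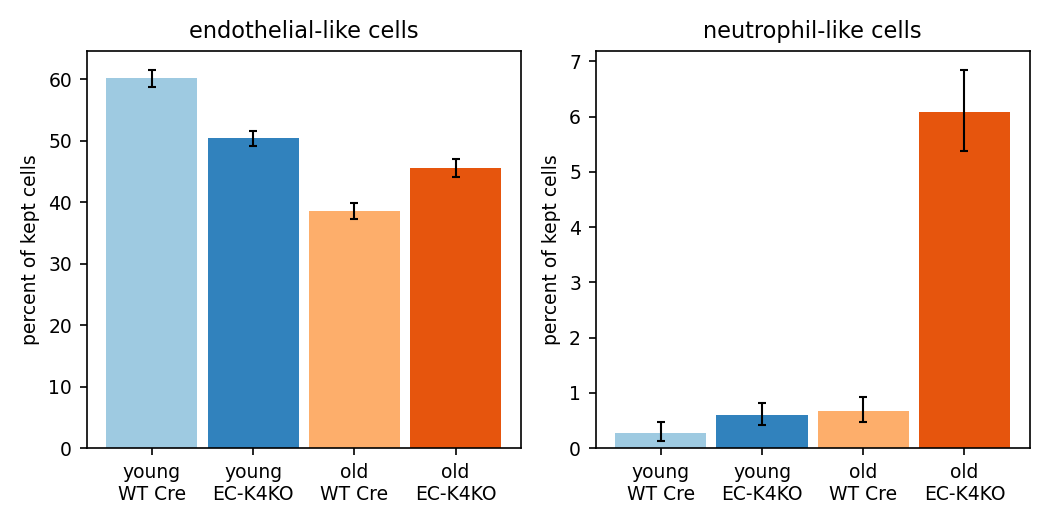
Bars give the percent of kept cells named endothelial-like (left) and neutrophil-like (right) in the 4 libraries, with 95% exact binomial intervals that cover counting error only. Endothelial-like shares go in opposite directions between labels at the 2 ages, and the library labelled old EC-K4KO holds 6.08% neutrophil-like cells.

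To ask which endothelial genes differ with the genotype label, endothelial sums were compared within each age. In the young pair the genes with the highest ratios were Lrg1 (11.2 CPM in WT Cre and 43.1 CPM in the library labelled EC-K4KO, log2 ratio 1.95, 1.76 to 2.13), Pmaip1 (1.58), Ackr1 (1.22), Tmem252 (1.20) and Gm47283 (1.20). The lowest were Ptprr (209.9 and 72.0 CPM, -1.54, -1.61 to -1.48), Hist1h1c (-1.10), Palm (-0.83), Gas6 (-0.73) and Id1 (-0.73). In the old pair the highest ratios were those of Gm47283 (37.3 CPM in WT Cre and 142 CPM, log2 ratio 1.92, 1.78 to 2.07), Gkn3 (1.12), Pmaip1 (1.03), Fmo2 (1.02) and Alad (0.96). The lowest were Rad54b (-0.98), Ptprr (147.7 and 78.7 CPM, -0.91, -1.03 to -0.79), Lrrn3 (-0.89), Atp13a3 (-0.87) and Cd59a (-0.80). Pmaip1, Gm47283 and Ptprr appear in both pairs with the same direction. Gm47283, at up to 455 CPM in another class, and Hist1h1c, which has near-identical family members, are uncertain. Lrg1 also reached a mean of 389 CPM in another class. Ackr1 fell to 0.70 in the young pair without the endothelial cluster it leads, and Lrg1 was at 1.963. With cells weighted equally both rose in the young pair, Ackr1 to 1.81 and Lrg1 to 2.65.

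Of the genes the study names besides Klf4, Klf2 (ENSMUSG00000055148.7) was higher in the libraries labelled EC-K4KO, at 4291 and 6725 CPM in the young (log2 ratio 0.65) and 4525 and 5508 CPM in the old pair (0.28). Slc16a1 was lower in both, at -0.46 (-0.49 to -0.42) and -0.56 (-0.63 to -0.50). The tight junction genes moved little between labels. Cldn5 (ENSMUSG00000041378.2) was at 6604 and 6198 CPM in the young pair (-0.09) and 4492 and 4304 CPM in the old pair (-0.06). Ocln had ratios of 0.00 (-0.04 to 0.04) and 0.11 (0.03 to 0.18), and Tjp1 0.05 and -0.06. Ppp1r15a was 0.47 higher in the young and 0.08 higher in the old pair. Adamts1 was 0.48 higher in the young pair and fell by 0.08 in the old pair.

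**Figure D3:**
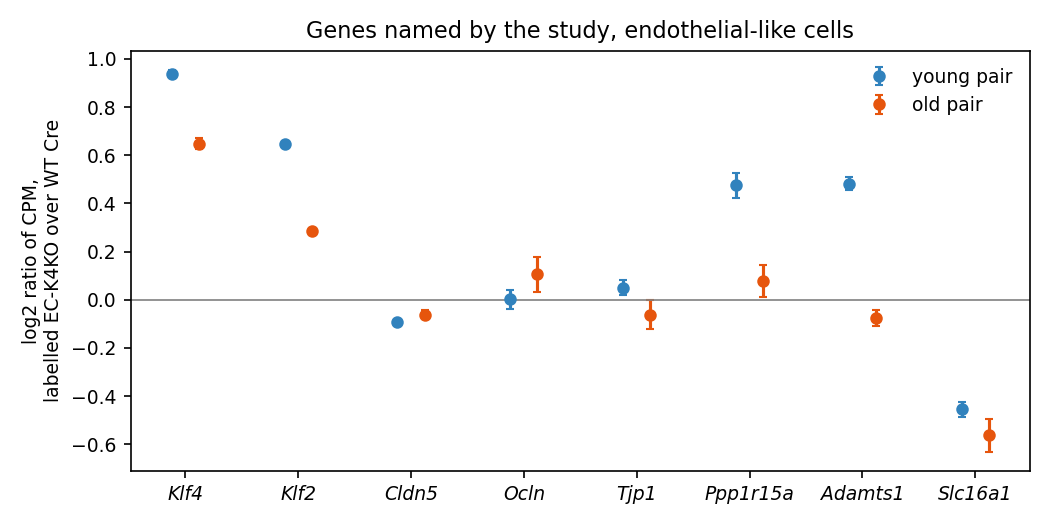
Points give the log2 ratio of CPM in endothelial-like cells, the library labelled EC-K4KO over WT Cre of the same age, for 8 genes the study names, with 95% conditional binomial intervals that cover counting error only. Klf4 lies at 0.94 and 0.65, above 0 at both ages, and Cldn5 at -0.09 and -0.06.

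Age was compared in the WT Cre libraries. The median of all 8430 genes with at least 10 CPM shifted by -0.18 between old and young WT Cre and by -0.20 between the library labelled old EC-K4KO and young WT Cre, and TMM factors brought these to -0.05 and -0.06, so ratios against young WT Cre are read relative to that shift. In old WT Cre the highest ratios were Lrg1 (11.2 to 108.6 CPM, log2 ratio 3.28), Ackr1 (2.96), Ptgs2 (2.52), Neat1 (2.23) and Depp1 (2.19). Among the lowest were Gpx4 (-1.89), Auts2 (-1.57), Hist1h1c (-1.26) and Gm26802 (-1.26). In the library labelled old EC-K4KO the highest were Lrg1 (4.14), Ackr1 (3.81), Ptgs2 (3.23), Neat1 (2.27) and Hilpda (2.12), and the lowest Gpx4 (-1.75), Lrrn3 (-1.67), Hist1h1c (-1.51), Rpl10 (-1.44) and Palm (-1.44). Without the endothelial cluster led by Ackr1 and Vwf, Lrg1, Ackr1 and Ptgs2 were at 2.57, 1.44 and 1.44 in old WT Cre and at 3.01, 0.85 and 2.80 in the library labelled old EC-K4KO. Gpx4 and Rpl10 have processed copies among the genes of the files and are uncertain. Cldn5, Ocln and Tjp1 were lower in old than in young WT Cre, at -0.56, -0.43 and -0.39, and Slc16a1 at -0.69. Adamts1 was higher, at 1.22, and Ppp1r15a at 0.66. The log2 ratio of Klf4 in old over young WT Cre was 0.29 (0.27 to 0.31). In the additive model Klf4 did not pass with age (edgeR adjusted p 0.0993).

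Across libraries, the additive model tested 14885 genes. The genotype label had 183 genes at an adjusted p under 0.05 in edgeR (100 higher and 83 lower in the libraries labelled EC-K4KO), 1671 at an unadjusted p under 0.05, and 106 in DESeq2. Age had 2587 genes (1588 higher and 999 lower in old libraries), 5019 unadjusted and 934 in DESeq2. The filter on low counts moved the genotype count most: without it 733 genes passed. Klf4 passed with genotype (log2 change 0.82, edgeR adjusted p 0.0166, range over 11 fits with DESeq2 included 1.41e-14 to 0.0384), being higher in both libraries labelled EC-K4KO. Slc16a1 passed at -0.48 (edgeR adjusted p 0.0388, range 1.04e-05 to 0.0588, passing in 8 of the 11). Cldn5 (0.926), Ocln (0.772) and Tjp1 (0.953) did not pass with genotype in edgeR's adjusted p, whereas Cldn5 (0.0331, range 0.000294 to 0.0634, passing in 10 of the 11) and Tjp1 (0.0380, range 0.00209 to 0.128, passing in 9 of the 11) passed with age. Klf2 did not pass with genotype (edgeR adjusted p 0.1401, range 7.50e-05 to 0.223, passing in 3 of the 11). Klf4 did not pass with age (edgeR adjusted p 0.0993, range 0.0543 to 0.179, passing in 0 of the 11). With 1 residual degree of freedom these calls compare 2 libraries with 2.

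The study described immune, cell death and barrier changes, so lists fixed beforehand were compared as sets. Among 25 barrier and transport genes the median log2 ratio was 0.00 in the young pair (percentile 20.1 among random lists; the mean was -0.01) and -0.01 in the old pair (percentile 68.2). Size factors moved the young value most, to 0.058. It was -0.33 in old and -0.42 in the library labelled old EC-K4KO against young WT Cre, both at percentile 0, and -0.16 and -0.24 under size factors, which moved these medians most. Among 20 leukocyte adhesion and cytokine genes the median was 0.31 in the young pair, 0.16 in the old pair, 0.92 in old WT Cre and 1.16 in the library labelled old EC-K4KO against young WT Cre, all at percentile 100. Vcam1 and Icam1 are among the leading genes of the endothelial cluster led by Ackr1 and Vwf, which held 3.07% of endothelial-like cells in young WT Cre, 6.77% in the library labelled young EC-K4KO, 8.79% in old WT Cre and 12.5% in the library labelled old EC-K4KO. Without that cluster, left out after seeing the data, the leukocyte adhesion and cytokine medians were 0.040, -0.055, 0.62 and 0.78 in the order above, so the medians between labels lie near 0 without this cluster. MHC class I presentation medians were 0.10 in the young pair (percentile 99.6), 0.13 in the old pair (99.9), -0.12 in old WT Cre (31.7, with a mean of 0.02) and 0.03 in the library labelled old EC-K4KO (93.5). The old WT Cre value turns positive under TMM and size factors. Size factors moved that of the library labelled old EC-K4KO to 0.21. Interferon response medians were -0.13, -0.04, -0.19 and -0.29 in that order. Size factors moved the first and the last 2 most, to -0.075, -0.022 and -0.11, and the old pair turned to 0.039 without the cluster led by Ackr1 and Vwf.

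Medians of the p53, arrest and stress list were 0.10 in the young pair (percentile 99.96), 0.02 in the old pair (82.3), -0.02 in old WT Cre (95.9, with a mean of 0.14) and 0.15 in the library labelled old EC-K4KO (99.95). At a minimum of 20 CPM the p53, arrest and stress median was 0.17 in the young pair and turned to 0.15 in old WT Cre. Size factors moved that of the library labelled old EC-K4KO to 0.32. Immediate early and dissociation medians were 0.35, -0.08, 0.47 and 0.49, at percentiles 100, 1.67, 100 and 100. Vessel growth medians were -0.05, -0.03, -0.08 and -0.05, and the young pair and both comparisons across age turn positive under TMM and size factors, while the mean of the old pair was 0.03. Arterial endothelial medians were -0.01, 0.06, 0.28 and 0.54 and venous endothelial medians -0.02, 0.21, 0.20 and 0.42, and the mean of the venous list in the young pair was 0.18. Without the cluster led by Ackr1 and Vwf the venous medians were -0.24, 0.0053, -0.25 and -0.27. In microglia-like cells the leukocyte adhesion and cytokine median was -0.15 in the young pair and -0.08 in the old pair. It was 0.45 in old WT Cre and 0.30 in the library labelled old EC-K4KO against young WT Cre. The barrier median was -0.30, 0.17, -0.82 and -0.69 in the same order. The stricter cell filter moved its young pair value to -0.0023.

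**Figure D4:**
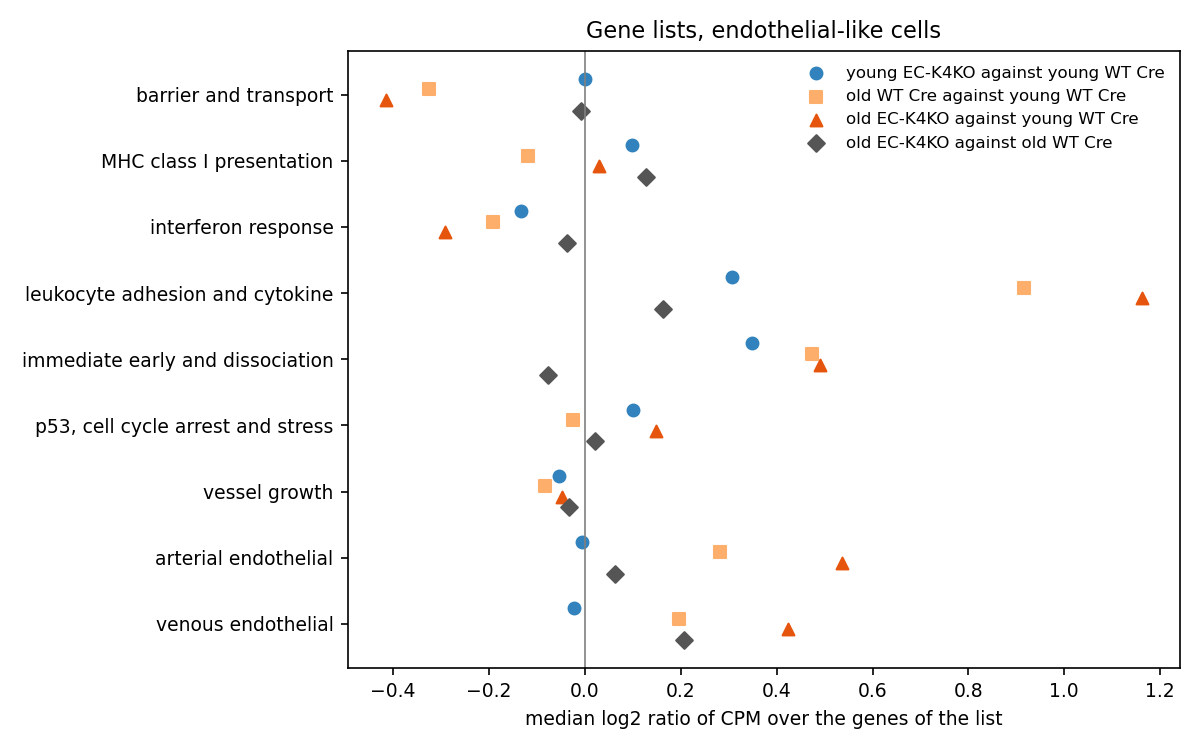
Points give the median log2 ratio of CPM over the genes of each list in endothelial-like cells, for the 4 comparisons. The leukocyte adhesion and cytokine list lies at 0.92 and 1.16 in both old libraries against young WT Cre, and at 0.62 and 0.78 without the endothelial cluster led by Ackr1 and Vwf. The vessel growth medians, near 0, turn positive under TMM and size factors except in the old pair.

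In the additive model, 18 of 22 leukocyte adhesion and cytokine genes passed with age over all genes, all higher in old libraries, and 20 when adjusted over the list alone. With genotype 3 passed, and 7 adjusted over the list alone. These calls keep the endothelial cluster led by Ackr1 and Vwf, whose share was higher in the old libraries. Without it the medians of this list in old WT Cre and the library labelled old EC-K4KO were still 0.62 and 0.78. Of the 14 immediate early and dissociation genes that passed with age, 13 were higher in old libraries too. Age is therefore not separated from handling in these calls. Of the barrier and transport genes 7 passed with age, all lower, and 11 adjusted over the list alone, and with genotype 1 and 4. The counts with genotype over all genes and adjusted over the list alone were 1 and 1 for MHC class I, 0 and 3 for interferon response, 1 and 2 for immediate early, 1 and 3 for p53, 0 and 1 for vessel growth, 1 and 2 for arterial and 1 and 3 for venous genes. With age they were 5 and 5, 8 and 11, 14 and 16, 10 and 12, 11 and 18, 8 and 10, and 4 and 6. Of the 8 study genes, among which Ppp1r15a, Adamts1 and Slc16a1 are presented by the study as differing genes so that for them the second count is not independent evidence, 2 and 4 passed with genotype and 5 and 7 with age. No sex-linked gene passed in edgeR with either.

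The study asked whether young EC-K4KO endothelial cells resemble old ones, by comparing each group with young WT Cre. Across 3414 genes, which are not independent replicates, the log2 ratios of the library labelled young EC-K4KO and of old WT Cre had an r of 0.407 and shared 15 of their 50 largest changes. From counting error alone, unchanged libraries against the same control gave a median r of 0.483 (0.451 to 0.512) and 8 shared genes (3 to 13). With the spread between libraries they gave 0.501 (0.407 to 0.592) and 18 shared genes (13 to 24). The observed r, 0.4065, lies below the first range and at the lower edge of the second, which begins at 0.4069. Both ranges assume no change with age or genotype. Sharing a control by itself centres the second near 0.501, whatever the size of the spread. Because real changes with age would alter what a shared control gives, the ranges cannot tell the control from real changes. The 15 shared genes lie above the range of counting error alone and inside the range with the spread between libraries. The cells of young WT Cre were also split at random, so that each comparison had its own control cells. The r was then 0.410 for young EC-K4KO and old WT Cre, with 13 shared genes. Counting error in the control is therefore not what makes the observed r, while a deviation of the whole young WT Cre library is left in by the split. A minimum of 200 CPM moved r most, to 0.445. The 2 libraries labelled EC-K4KO had an r of 0.577 and 18 shared genes (simulated 0.499, 0.395 to 0.589, and 18), and the 2 old libraries 0.887 and 33 (0.495, 0.397 to 0.594, and 18). Under counting error alone these pairs gave 0.431 and 0.331.

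Comparisons that share no library carry no such error. The ratios between labels in the young and old pair had an r of 0.464 and 23 shared genes, where unchanged libraries gave 0.00 (-0.13 to 0.13) and 13 (8 to 18.0) and a random draw 0.732. The old over young ratios of WT Cre and of the libraries labelled EC-K4KO had an r of 0.836 and 33 shared genes (0.00, -0.11 to 0.12, and 13). The genotype and age contrasts, added after seeing the data, had an r of 0.237 across the same genes.

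**Figure D5:**
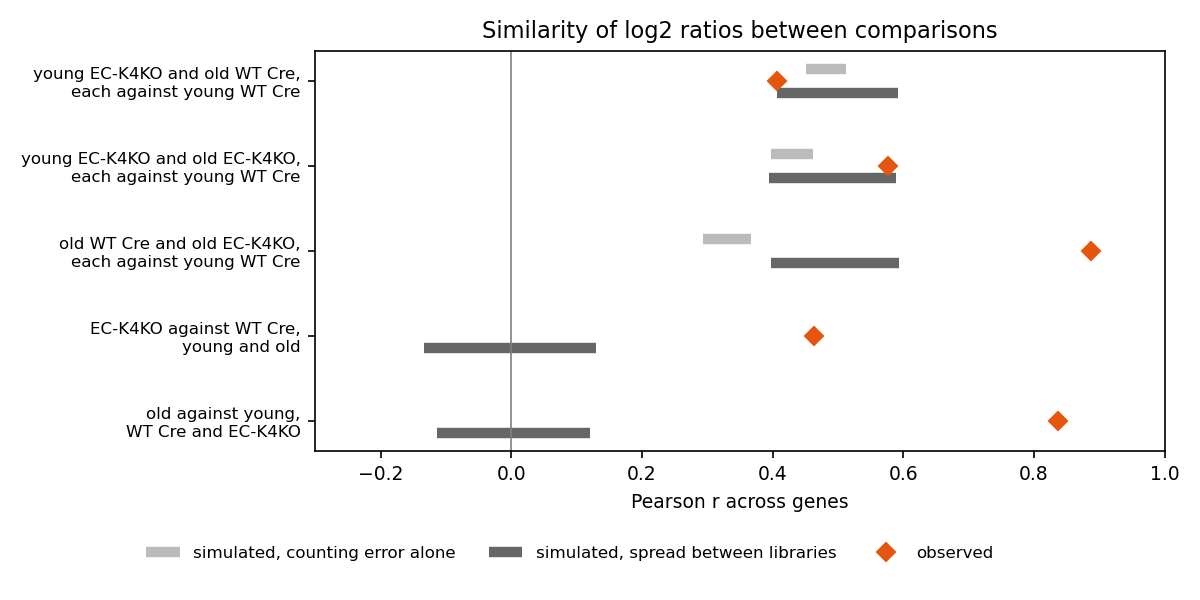
Diamonds give Pearson r across 3414 genes between the log2 ratios of 2 comparisons in endothelial-like cells, and bars the central 95% of 1000 simulations of unchanged libraries. The r of 0.407 for the library labelled young EC-K4KO and old WT Cre is not above either simulated range. Those ranges assume no change with age or genotype and cannot tell the shared control from real changes. The r of 0.464 between labels across ages, with no shared library, is above its range.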

Values the study reported

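The study counted 7398 cells over its 4 libraries, made up of 1285 from young WT Cre, 1358 from young EC-K4KO, 2506 from old WT Cre and 2249 from old EC-K4KO brains.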

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

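The tests of a change in endothelial cells alone, of the spread between single libraries, of the handling of the young WT Cre library of granulocyte precursors and of blood kept in vessels were chosen after the result was seen, whereas the B precursor test was written before its result was seen. None of the differences between the ages in this part was itself tested, since each group holds 1 library.

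The endothelial-like share went in opposite directions at the 2 ages. The library labelled EC-K4KO was -9.69 percentage points from WT Cre in the young pair and 6.93 points above it in the old pair, each beyond counting error. A change in endothelial cells alone would leave the other classes in proportion to each other. Among microglia-like, smooth muscle-like, pericyte-like and astrocyte-like cells, however, the ratio of shares between labels differed by up to 4.67 times in the young pair (1.95 for smooth muscle against 0.418 for astrocytes) and 1.54 times in the old pair, with the classes picked as the highest and the lowest of 4. Classes outside these 4 were left out of the test. Oligodendrocyte-like shares went from 1.82% to 0.595% in the young pair and from 5.74% to 3.38% in the old pair (WT Cre first). In the old pair neutrophil-like cells stood at 9.10 times (6.43 to 13.2) and T or NK-like cells at 1.15 times (0.688 to 1.91). No replicate gives the spread of such shares between libraries. A change in endothelial cells alone and a change in several classes therefore cannot be told apart at either age. Uneven recovery during dissociation and enrichment may contribute and was not measured, and an effect of genotype that depends on age stays open and untested.

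Tjp1 and Adamts1 also went opposite ways. The log2 ratio between labels was 0.050 in the young and -0.063 in the old pair for Tjp1, and 0.48 and -0.076 for Adamts1. Spread between single libraries may account for Tjp1, whose difference between the pairs lies at percentile 54.0 of 3414 genes. For Adamts1 the percentile is 98.0, among the largest, which counts against ordinary spread. It is nevertheless matched by 69 genes, and Adamts1 was picked out of 8 study genes, so ordinary spread and an effect that differs with age cannot be told apart for this gene.

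The immediate early and dissociation list had a median log2 ratio between labels of 0.35 in the young and -0.076 in the old pair. Without the endothelial cluster led by Ackr1 and Vwf, left out after seeing the data, the medians were 0.32 and -0.0088. The list was higher in endothelial-like cells of the other 3 libraries than in young WT Cre, so a candidate explanation is that young WT Cre was handled differently as a whole. Across 5 other classes and 3 comparisons the median of the list medians was 0.42 and 11 of 15 values were above 0, reaching 2.29 in pericyte-like cells. Microglia-like cells were below 0 in all 3 comparisons, from -0.036 in old WT Cre to -0.33 in the library labelled old EC-K4KO. The old WT Cre value ran from -0.037 to 0.044 over the alternatives, so its sign is not fixed. The classes are split, so handling of the whole library and a response of some cell types cannot be told apart: the classes give both signs, and age or genotype remains possible for endothelial cells.

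Outside the comparisons of the report, an unnamed cluster led by Prtn3, Elane, Camp, Ctsg and Mpo held 67 cells, or 1.62% (1.25 to 2.05), of the library labelled old EC-K4KO. It held 11 cells in old WT Cre, 1 in young WT Cre and 0 of 6555 in the library labelled young EC-K4KO. These are genes of granulocyte precursors, which normally lie in bone marrow, and they accompany the high neutrophil-like share of the same library. Marrow carried into the library during dissection may explain both. The precursor share prompted this explanation and so does not decide it: marrow and recruitment of immature cells cannot be told apart by it. The list of 4 B precursor genes, written after the leading genes of the cluster were seen, gave 10.6 CPM over all kept cells in the library labelled old EC-K4KO against 5.08 CPM in old WT Cre, a ratio of 2.08, which goes the same way. The share of cells with a UMI of these B precursor genes was lower, at 1.28% against 2.04%, so the rise lies in few cells. The list of 5 granulocyte precursor genes gave 612, 128, 64.2 and 0.685 CPM in the libraries labelled old EC-K4KO, old WT Cre, young WT Cre and young EC-K4KO. More blood kept in vessels would raise red cells and lymphocytes with the neutrophil-like cells, whose share was 9.10 times (6.43 to 13.2) that of old WT Cre. The cluster with erythrocyte markers stood at 1.13 times (0.867 to 1.46) and T or NK-like cells at 1.15 times (0.688 to 1.91), which argues against more blood of the same make-up as the whole cause. Monocyte-like cells stood at 4.96 times (2.71 to 9.70), which goes the way of more blood. The cluster with endothelial and B-cell markers stood at 1.78 times (1.25 to 2.56). Its leading genes include Igha, Jchain, Top2a and Car1. Its cells were not identified as B cells of the blood, so it does not decide between blood and marrow. Blood richer in myeloid cells and recruitment of immature cells with age or genotype were not tested and stay open.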

How the results depend on the processing

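No paired analysis was possible because each group holds 1 library, apart from the additive model, in which age serves as the block of the genotype comparison. The contrasts of genotype and age, their alternatives and the sums without the endothelial cluster led by Ackr1 and Vwf were added after seeing the data, and the other alternatives here were fixed beforehand. Directions of the Klf4 ratio, of the endothelial-like share between labels and of the barrier median across ages in endothelial-like cells held under every alternative run.

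The Klf4 ratio between labels ran from 0.93 to 1.04 in the young pair and from 0.64 to 0.73 in the old pair. It was 1.00 under DESeq2 size factors, 0.99 under TMM factors and 1.04 with cells weighted equally in the young pair, and 0.71 with cells weighted equally and 0.68 under the stricter cell filter in the old pair. Without the cluster led by Ackr1 and Vwf it was 1.00 and 0.73. Of 22 alternative values for the Klf4 ratio between labels, 15 stayed within counting error and 7 moved beyond it, with none reversed.

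Endothelial-like shares under the stricter cell filter were 69.7% in young WT Cre, 61.4% in the library labelled young EC-K4KO, 44.3% in old WT Cre and 50.9% in the library labelled old EC-K4KO. With doublets kept they were 48.7% in the library labelled young EC-K4KO and 37.2% in old WT Cre, and without blood classes in the denominator 48.9% in the library labelled old EC-K4KO. Neutrophil-like shares of kept immune cells were 2.67%, 4.77%, 2.49% and 22.05% in the order young WT Cre, labelled young EC-K4KO, old WT Cre, labelled old EC-K4KO. By the looser filter the old shares were 0.396% and 5.28%, and by the stricter filter 0.417% and 3.80%. The cause was not tested.

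Genes changed with genotype numbered 183, against 378 under the stricter filter, 282 with doublets kept, 98 with equal numbers of endothelial cells, 733 without the filter on low counts (27234 genes tested) and 106 by DESeq2. Of these, 181, 181, 98, 183 and 99 were among the 183. Genes changed with age numbered 2587, against 934 by DESeq2, of which 932 were shared. DESeq2 had 737 of its 934 higher in old libraries, and without the filter on low counts 1872 genes were higher and 1962 lower. Equal cells lower the depth by construction. For the rest the cause was not tested.

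The MHC class I median of the young pair was 0.15 under TMM factors, 0.16 under size factors, 0.061 with cells weighted equally and 0.14 with no minimum beyond 1 UMI, and that of old against young WT Cre reversed to 0.019 under TMM and 0.051 under size factors. The barrier median of the young pair was 0.056 under TMM and 0.058 under size factors, and those of old WT Cre and of the library labelled old EC-K4KO against young WT Cre shrank to -0.16 and -0.24 under size factors. Interferon response medians of the same comparisons shrank to -0.022 and -0.11 under size factors. Vessel growth medians reversed: under TMM factors to 0.00143 in the young pair, 0.055 in old WT Cre and 0.091 in the library labelled old EC-K4KO against young WT Cre, under size factors to 0.00330, 0.087 and 0.13, and for the last also to 0.00643 with doublets kept and 0.015 without mitochondrial, ribosomal and haemoglobin genes in the total. These scalings shift all genes alike, which is the cause for TMM and size factors. In microglia-like cells the barrier median of the old pair reversed to -0.059 with doublets kept. That of the young pair shrank to -0.0023 under the stricter cell filter. Neither cause was tested. Without the cluster led by Ackr1 and Vwf the leukocyte adhesion and cytokine median fell to 0.040 in the young pair and reversed to -0.055 in the old pair, the MHC class I median of the young pair was 0.064, and the medians of old WT Cre and of the library labelled old EC-K4KO against young WT Cre reversed to 0.011 and 0.011 for vessel growth and to -0.25 and -0.27 for the venous list. The cause was not tested. A value counts as reversed where the reported one lay beyond counting error from 0 and the sign changed. Of 468 alternative list medians 355 stayed within counting error, 98 moved and 15 reversed, and a further 26 changed sign from a reported median within counting error of 0. Of 748 alternative ratios of named genes none reversed, and 3 changed sign from a ratio within counting error of 0.

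The r between the library labelled young EC-K4KO and old WT Cre was 0.421 with cells weighted equally, 0.443 without genes under 0.2 of another class, 0.419 under the looser filter, 0.388 under the stricter filter, 0.445 at a minimum of 200 CPM and 0.399 without mitochondrial, ribosomal and haemoglobin genes. The r between labels across ages was 0.445 with doublets kept, 0.445 without genes under 0.2 of another class, 0.474 without the immediate early list, 0.385 at 20 CPM, 0.436 at 200 CPM and 0.447 under the stricter filter. The cause was not tested. The depth of the library labelled old EC-K4KO, 10653347 endothelial UMIs, limits genes of low expression most.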

Other observations

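The tests of sequencing depth, of induction in the whole library and of exchanged labels were chosen after the result was seen. The tests of a dissociation response and of the shared control were written before their results were seen. So were those of the state of young WT Cre in all classes and of the depth of the endothelial sums. The last was for a pattern noticed in these data. The reading of the shared control test was revised after its result was seen. The test of the state of young WT Cre was changed after the class values were seen, then put back as first written.

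Klf4 UMIs were higher, not lower, in endothelial-like cells of both libraries labelled EC-K4KO. Depth alone is argued against, since the thinned share of cells with a Klf4 UMI was 15.8 percentage points higher in the library labelled old EC-K4KO, the shallower of its pair, and 22.8 points higher in the young pair. An induction of the same size in all cells of these libraries is argued against by smooth muscle-like cells, where the higher of the ratios at the 2 ages was 1.19. Oligodendrocyte-like cells, however, rose with the label at both ages. Pericyte-like cells rose in the young pair, from 51.4 to 281 CPM, and fell in the old pair, from 434 to 300.5 CPM. An induction in several classes of the library labelled young EC-K4KO is therefore not argued against. A dissociation response would let the ratio fall to 1 once cells are matched on their share of immediate early and dissociation UMIs. The matched ratio stayed at 1.61 (1.59 to 1.63) in the young pair, from 1.92 unmatched, and was 1.62 (1.60 to 1.65) in the old pair. Klf4 is itself an immediate early gene, and matching on other genes removes only the part they share. Labels exchanged within each age would make the libraries labelled WT Cre the knockouts, yet the lower of their thinned shares of endothelial-like cells with a Klf4 UMI was 64.2%, against at most 5.56% in astrocyte-like cells. An exchange therefore also needs Klf4 transcripts that are still counted after deletion, as the labels as given do. The paper checked the deletion by quantitative PCR and western blot soon after induction, not in these libraries. It also reports proteins of Ppp1r15a, Adamts1 and Slc16a1 in young EC-K4KO mice as similar to both old groups. Here their log2 ratios were 0.47, 0.48 and -0.46 in the young pair and 0.66, 1.22 and -0.69 in old over young WT Cre. These signs go with the labels as given. The study presents these as differing genes and each group is 1 library. The labels and their exchange still cannot be told apart, since no other gene here identifies the genotype. Transcripts of a recombined allele that keep the end counted by the assay could give UMIs without a working protein, and reads by exon were not used here. None of these counts measures the protein.

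The likeness of the library labelled young EC-K4KO to old WT Cre, both against young WT Cre, may come from the shared control. The r of 0.4065 lay at the lower edge of the range of 0.4069 to 0.592 from unchanged libraries with the spread between libraries, and below the 0.451 to 0.512 of counting error alone. The 15 shared genes lay above the 3 to 13 of counting error alone and inside the 13 to 24 with the spread between libraries. The alternatives gave an r of 0.388 to 0.445, and no range was simulated for them. Both ranges assume no change with age or genotype, so the shared control and real changes cannot be told apart here. Counting error shared through the control is not the source, since r was 0.410 for young EC-K4KO and old WT Cre with the cells of young WT Cre split at random between the comparisons, whereas a deviation of that whole library would stay in both. A real likeness is not excluded, since real changes with age dilute the shared error. A state of the young WT Cre library common to all cell classes was tested through the genotype and age contrasts, whose r was 0.237 in endothelial-like cells. In smooth muscle-like, microglia-like and oligodendrocyte-like cells the median r was 0.168, from -0.133 in microglia-like to 0.363 in smooth muscle-like cells, and pericyte-like and astrocyte-like cells gave 0.411 and 0.255. With classes on both sides, such a state and an endothelial effect cannot be told apart. A deviation of young WT Cre alone could give an r of at most 0.183 between the contrasts, below the 0.237 seen, so it would not be the whole of it. Genes are not independent, and the difference is small.

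The changes between labels correlated between young and old more in endothelial-like cells (r 0.464) than in microglia-like (0.194), oligodendrocyte-like (0.119), astrocyte-like (0.0514), smooth muscle-like (0.00102) or pericyte-like cells (-0.334). Depth of the endothelial sums alone is argued against: thinned to the smooth muscle-like totals, endothelial UMIs still gave 0.368 (0.354 to 0.392 over 20 draws), and thinned to the microglia-like totals 0.383 (0.371 to 0.403). Thinning to the totals of the remaining classes, which are smaller, was not done. A shift in the mix of endothelial clusters was not tested either. The cluster led by Ackr1 and Vwf held 3.07% and 6.77% of endothelial-like cells in the young pair and 8.79% and 12.5% in the old pair (WT Cre first). The r was not recomputed without that cluster. A hypothesis left by these data is that endothelial-like cells of the libraries labelled EC-K4KO share a difference at both ages, in expression or in this mix. It may reflect the genotype, or anything else the 2 libraries of a label have in common, and the Klf4 counts leave its relation to loss of the gene open.

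The number of cells kept here was 20737. That is higher than the number quoted from the study above. The filters behind the quoted number are not stated, so the denominators of shares are not the same.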
